# Genomic expression profiling of mature soybean (*Glycine max*) pollen

**DOI:** 10.1186/1471-2229-9-25

**Published:** 2009-03-06

**Authors:** Farzad Haerizadeh, Chui E Wong, Prem L Bhalla, Peter M Gresshoff, Mohan B Singh

## Abstract

**Background:**

Pollen, the male partner in the reproduction of flowering plants, comprises either two or three cells at maturity. The current knowledge of the pollen transcriptome is limited to the model plant systems *Arabidopsis thaliana *and *Oryza sativa *which have tri-cellular pollen grains at maturity. Comparative studies on pollen of other genera, particularly crop plants, are needed to understand the pollen gene networks that are subject to functional and evolutionary conservation. In this study, we used the Affymetrix Soybean GeneChip^® ^to perform transcriptional profiling on mature bi-cellular soybean pollen.

**Results:**

Compared to the sporophyte transcriptome, the soybean pollen transcriptome revealed a restricted and unique repertoire of genes, with a significantly greater proportion of specifically expressed genes than is found in the sporophyte tissue. Comparative analysis shows that, among the 37,500 soybean transcripts addressed in this study, 10,299 transcripts (27.46%) are expressed in pollen. Of the pollen-expressed sequences, about 9,489 (92.13%) are also expressed in sporophytic tissues, and 810 (7.87%) are selectively expressed in pollen. Overall, the soybean pollen transcriptome shows an enrichment of transcription factors (mostly zinc finger family proteins), signal recognition receptors, transporters, heat shock-related proteins and members of the ubiquitin proteasome proteolytic pathway.

**Conclusion:**

This is the first report of a soybean pollen transcriptional profile. These data extend our current knowledge regarding regulatory pathways that govern the gene regulation and development of pollen. A comparison between transcription factors up-regulated in soybean and those in *Arabidopsis *revealed some divergence in the numbers and kinds of regulatory proteins expressed in both species.

## Background

In flowering plants, pollen development occurs in the anthers. The meiotic division of diploid sporogenous cells gives rise to a tetrad of haploid microspores. The microspores then undergo an asymmetric mitotic division, giving rise to a smaller generative cell enveloped within a larger vegetative cell [1]. The generative cell divides once again to give rise to the two haploid sperm cells required for double fertilization. In most plants, the pollen is bi-cellular at anther dehiscence, with the division of generative cells taking place during pollen tube growth in the female tissues. However, in some cases such as crucifers and grasses, this division takes place while the pollen is still undergoing maturation in the anther.

In the last decade, the knowledge of pollen transcriptome has emerged with the development of large-scale transcriptional profiling techniques. This is exemplified by a number of studies carried out using model species such as *Arabidopsis thaliana *[2-5] or *Oryza sativa *with a recent report on allergen transcripts [6]. Studies on *Arabidopsis *pollen transcriptome showed that 9.7% of the 13,977 pollen-expressed mRNAs were selectively expressed in pollen; among them, many genes had an unknown function or were reported to be functionally associated with signalling pathways and cell wall metabolism [4]. These studies also revealed differences among the cell cycle regulators, cytoskeleton genes, and signalling in pollen as compared to sporophytic tissues [2-5].

The current knowledge of the pollen transcriptome however, is limited to *Arabidopsis *and rice that have tri-cellular pollen grains at maturity. Comparative studies on pollen of other genera, particularly legume crop plants, are needed to understand the pollen gene networks that are subjected to functional and evolutionary conservation. In this study, we present the transcript profile of the mature soybean pollen that is bi-cellular as compared to sporophytic tissues assayed on the soybean GeneChip^®^. Among the transcripts identified to be up-regulated in the pollen in comparison to the sporophytic tissues, we observed many that are unknown as well as transcripts with putative annotation. That has allowed us to infer pollen regulatory roles for various families of transcription factors as well as products associated with protein destination and storage, signal transduction, transporters and heat shock-associated proteins. The data presented here represent a rich source of novel target genes for further studies into molecular processes that govern the development of pollen.

## Results and discussion

### Detection of differentially expressed transcripts in soybean mature pollen

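RNA from mature pollen and from seedling organs was hybridised to soybean arrays, with 3 arrays of pollen and 2 arrays of sporophytic tissues. The authors normalized the raw signals by Robust Multiarray Averaging (RMA), and the deposited log2 signals of all soybean probe sets were used here. The median log2 signal was 4.11, 4.24 and 4.23 on the pollen arrays and 5.25 and 5.43 on the sporophytic arrays. The medians of the deposited soybean signals were thus shifted by -1.15 in pollen. A signal of 100, the minimum named in the methods, was reached by 18.4, 19.9 and 19.5% of the probe sets on the pollen arrays and by 33.7 and 35.9% on the sporophytic arrays. Groups were compared with limma's moderated test with Benjamini-Hochberg adjustment over all soybean probe sets. A probe set was called higher or lower in pollen at an adjusted p under 0.05, and every log2 difference is pollen minus sporophytic tissues. Simulated data with the spread of these arrays held 200 changed probe sets and a shifted list, far fewer than the 20073 called here. In them the test recovered 10, 17, 37 and 47 of 50 probe sets changed by 1, 2, 4 and 8 log2 units. With so few changes the adjusted threshold is stricter, so these counts do not give the power of the comparison made here. Names are the best Arabidopsis matches that the paper's tables and additional files pair with the probe sets, or the gene symbols of the array annotation, which gave 1 symbol for 8677 probe sets, several for 370 and none for 28546. The small number of arrays limits the precision. Where the sporophytic signal lay below 100, a log2 difference depends on the lowest values that RMA gives.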

Using the soybean GeneChip^®^, we compared the transcript profiles of soybean pollen with that of sporophytic tissues consisting of an equal mix of RNA derived from leaves and stems of 10-day-old soybean seedlings. The raw intensity data generated from the microarray hybridization experiment were imported into AffylmGUI [7] and were analysed as outlined in Materials and Methods.

When the normalized data were visually displayed by scatter-plotting the log_2_-transformed signal intensities of the two different samples, there was much complexity and differences on the transcript pattern between pollen and sporophytic tissues as indicated by the greater scatter of the points in the plot in comparison to a similar plot between sporophytic tissues [i.e.] stems, roots and leaves (this study) versus shoot apical meristem (Haerizadeh et al., unpublished) (Figure 1).

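Pollen and sporophytic tissues differed widely. Across the soybean probe sets, the log2 difference between the group means had an SD of 2.47 and an interquartile range of 2.54, and 52.5% of the probe sets differed at least 2-fold. Pollen arrays were close to each other, with an SD of the difference between 0.285 and 0.426. Pollen replicates 2 and 3 were closest, with an interquartile range of 0.065, against 0.230 and 0.212 for their pairs with replicate 1. For 25.9% of the probe sets at least 2 of the 5 arrays had the same value, which can narrow the spread within a group. The sporophytic pair was less alike, with an SD of 1.06. The correlation across probe sets, which are not independent replicates, was 0.985 to 0.993 among pollen arrays, 0.923 between the sporophytic arrays and 0.533 between the group means. Some gene groups set the sporophytic arrays apart. NAC factors, regulators of stress responses and senescence, had a median log2 difference of 2.64 between sporophytic replicate 1 and replicate 2, and 26 of their 41 probe sets were at least 2-fold higher in replicate 1. The same was seen for 43 of 104 probe sets of WRKY factors and for 9 of 18 probe sets of heat shock proteins. Light-harvesting proteins of the leaf were higher in replicate 1 for 20 of 26 probe sets, with a median of 1.25. GASA peptides and lipoxygenases, listed by gene symbol after the data were seen, went the other way, with medians of -0.98 and -0.45, and 9 of 20 probe sets of GASA peptides were at least 2-fold higher in replicate 2. The shoot apical meristem arrays shown in Figure 1 were not analysed here.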

**Figure 1:**
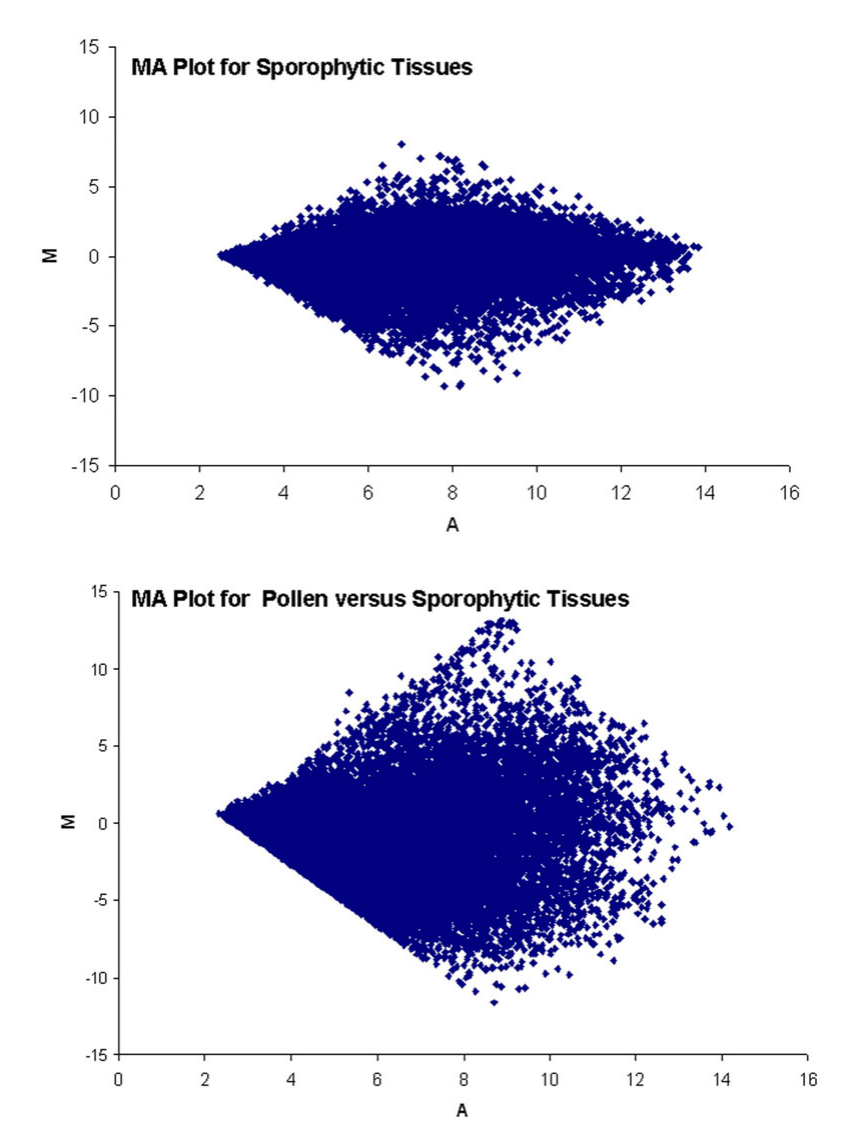
**MA plot comparing the transcript profile of pollen against sporophytic tissues (stems, roots and leaves tissues) or shoot apical meristems (SAM; Haerizadeh et al, unpublished) against stems, roots and leaves tissues (this study)**.

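Fewer probe sets reached a signal of 100 in pollen than in the seedling organs. A signal of at least 100 on every array of the group was found for 6545 probe sets (17.4%) in pollen and for 11213 (29.8%) in sporophytic tissues. Of the probe sets expressed in pollen, 4168 (63.7%) were expressed in sporophytic tissues as well. One such gene is GRF12, a 14-3-3 regulator of signalling proteins, and another is LEA-2, a late embryogenesis abundant protein of the kind that protects drying cells. LEA-2 had a log2 signal of 13.29 ± 0.03 (SD, n = 3) in pollen and 9.30 ± 0.53 (SD, n = 2) in sporophytic tissues. Conversely, 6138 (54.7%) of the probe sets expressed in sporophytic tissues reached a signal of 100 on no pollen array. The carbonic anhydrase CA1, which supplies carbon dioxide in green tissue, fell from 14.54 ± 0.26 (SD, n = 2) to 2.89 ± 0.02 (SD, n = 3). On none of the 5 arrays was this signal reached by 20617 probe sets. Present and absent calls were not used here. With a background taken from the mode of each array's values, chosen after the data were seen, 56.4% were expressed in pollen and 64.9% in sporophytic tissues.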

The soybean GeneChip^® ^used contains probe sets for 37,500 transcripts and the resulting analysis revealed that approximately 27% of these are expressed in the soybean pollen while 75% are being expressed in sporophytic tissues. This difference reflects the specialization of pollen as compared to other tissues with respect to providing a specific set of transcripts for specific functions such as germination, pollen tube growth, and the subsequent process of fertilization. Meanwhile, only 7.87% of the pollen-expressed genes are likely to be pollen-specific as no 'present' calls were detected for the corresponding probe sets in the sporophytic tissues. 

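Among the pollen-selective probe sets, a beta-galactosidase had a log2 signal of 15.18 ± 0.07 (SD, n = 3) in pollen and 2.38 ± 0.00 (SD, n = 2) in sporophytic tissues. A protein related to the olive pollen allergen Ole e 1 had 15.26 ± 0.07 and 2.51 ± 0.35, and a phosphatase annotated as pollen specific had 13.72 ± 0.05 and 2.71 ± 0.28. In all, 1553 probe sets were at least 2-fold higher at an adjusted p under 0.05 from limma, had a signal of 100 on each pollen array and stayed below it on both sporophytic arrays. They make up 23.7% of the 6545 expressed in pollen, and all 30 probe sets of Table 1 are among them. The count rose to 3424 when the soybean probe sets were quantile normalized and to 2768 when their medians were made equal, and it fell to 246 with the background taken from the mode of each array's values for the sporophytic arrays. These are 3.76% of the 6545 and 1.16% of the 21209 above that background on every pollen array. A signal below 100 stands here for the absent calls of the methods. From the difference between the shares of expressed transcripts, the paper reasons that pollen is specialised and supplies transcripts for germination, tube growth and fertilization.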

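Transcripts lower in pollen outnumbered those that were higher. At an adjusted p under 0.05 from limma, 7104 probe sets (18.9%) were higher in pollen and 12969 (34.5%) were lower, 20073 in all, while 17520 did not pass. Pectin-modifying enzymes and their inhibitors, a sugar transporter and a copper-binding oxidoreductase led the higher transcripts, with log2 differences of up to 13.16. Photosynthesis genes led the lower ones. The photosystem I subunit PSAL fell by 10.96 on the log2 scale, and the leaf ferredoxin reductase LFNR1 fell by 11.09, both on every pollen array. The median log2 difference was 1.65 for the higher and -2.99 for the lower probe sets. For each call, no pollen array overlapped a sporophytic array, so the lack of overlap adds nothing to the calls. It was also common without a call. Among all probe sets, called or not, 13676 were higher and 15678 were lower on every pollen array. Chance gives this for 10% of probe sets in each direction. Signal was low for many calls, since 3445 of the higher and 3530 of the lower probe sets stayed below 100 on every array. The split turned with the scaling. With the soybean probe sets quantile normalized, 13917 were higher and the lower calls were 41.7% of all, and with equal soybean medians 20047 were higher and the share was 32.9%, against 64.6% with the deposited values.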

A total of 8,763 transcripts show statistically significant differential regulation in pollen as compared to sporophytic tissues with 1,686 of them showing higher expression levels in the pollen than the sporophytic tissues (at adjusted p-value < 0.05; Additional File 1 and Additional File 2). 

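Light-harvesting proteins, which bind chlorophyll in leaf chloroplasts, were lower in pollen for all 26 probe sets so annotated in the first 1992 entries of Additional file 2, the part used here. Their median log2 difference was -7.11, with a range from -9.34 to -3.79. LHCA1 of photosystem I fell by 9.34 on the log2 scale, and LHCB6 of photosystem II fell by 9.18. Mean log2 signals lay between 2.07 and 8.82 in pollen and between 6.27 and 14.31 in sporophytic tissues. A signal of 100 on every pollen array was reached by 3 of the 26 probe sets and on any pollen array by 5. One of them, LHB1B1 of photosystem II, had 8.82 ± 0.47 (SD, n = 3) against 14.31 ± 0.81 (SD, n = 2). Its probe set can take signal from several genes. Because the 26 probe sets were listed by the study on the same arrays, their count is not independent evidence. The soybean gene CAB3, named from the array annotation, was lower for 3 of its 5 probe sets, also when adjusted over the list alone. The LHB1B1 probe set above is among these 3, so the counts overlap. As a list, CAB3 did not pass limma's camera test (adjusted p = 0.594).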

When the expression pattern for sporophytic tissue-expressed chlorophyll a/b binding protein family members were examined, none of these transcripts were represented in the pollen-expressed dataset and hence validate our experimental approach.

### Functional categories of transcripts differentially expressed in pollen

The transcripts represented by the soybean GeneChip^® ^have been annoated as described in Materials and Methods. This allowed us to examine functional categories of transcripts that are up- or down-regulated in the pollen. 

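Every large functional class of Additional file 1 rose in pollen, led in size by proteins of unclear function. Of the part of that file used here, 347 probe sets were unclassified (20.6%), 220 belonged to metabolism, 191 to signal transduction, 154 to transcription and 81 to intracellular traffic. Among classes of 68 or more probe sets, transporters had the highest median log2 difference, 5.20 over 68, and protein destination and storage the lowest, 4.02 over 139. Some smaller classes went lower, down to 3.24 for disease and defense with 21 probe sets. Signal transduction had a median of 4.77 and transcription of 4.18. Secondary metabolism was small, with 18 probe sets, and its median was 6.10. In limma's test 1658 probe sets of the file were higher and 24 did not pass. The file was drawn from these same arrays, so the count is not independent evidence, and no test of over-representation was run.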

As shown in Figure 2, although many of the genes fall into "unclassified" or "no homology to known protein" categories, the general distribution and over-representation of categories such as intracellular trafficking, signal transduction and transcription are evident. The up-regulated transcripts in the "no homology to known protein" category provide a valuable opportunity for the initiation of many functional analysis experiments toward an in-depth understanding of the pollen gene regulatory system and its components, which are presently incomplete.

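Among transcripts with no similarity to a known protein, 243 of 251 probe sets were higher in pollen and 8 did not pass at an adjusted p under 0.05 from limma. Their median log2 difference was 5.18, and 176 of them were pollen-selective. Some were among the 30 largest rises. Of those in Table 1, one had a log2 signal of 15.45 ± 0.10 (SD, n = 3) in pollen and 2.74 ± 0.04 (SD, n = 2) in sporophytic tissues, and another had 15.48 ± 0.04 and 2.97 ± 0.03. The study listed these probe sets from the same arrays, so their direction is not independent evidence.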

**Figure 2:**
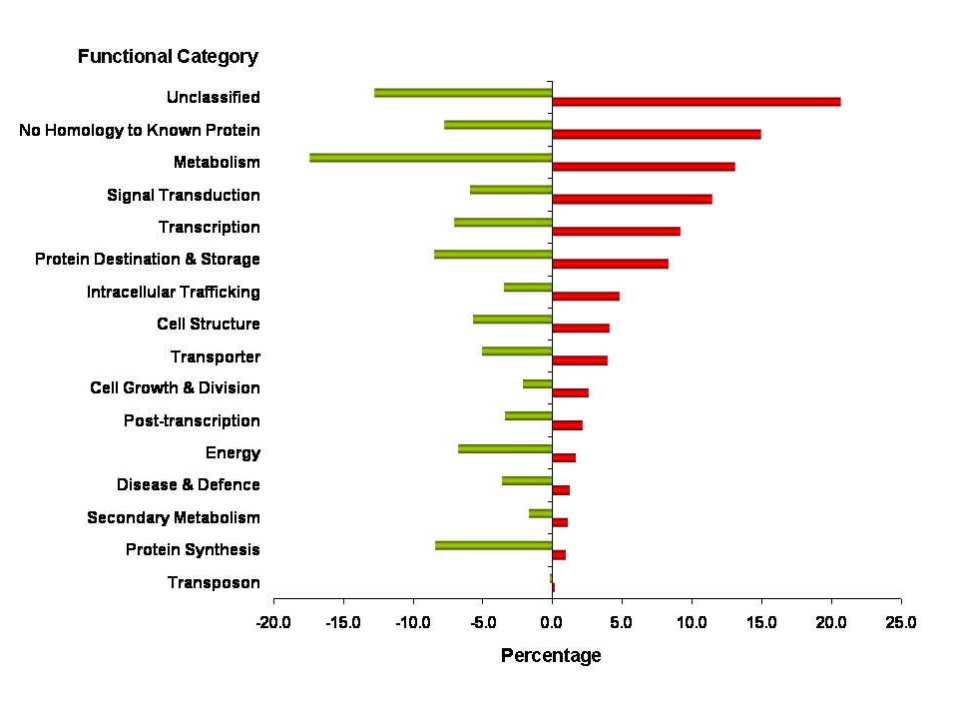
**Functional categorization of up- and down-regulated transcripts in the soybean mature pollen in comparison to sporophytic tissues**. Red or Green bar denotes up-or down-regulated categories, respectively

It is interesting to note that none of the significantly up-regulated transcripts encode products that are related to the small RNA pathways (Additional File 1). A closer inspection of the expression values revealed that all of the small RNA pathways associated transcripts have signals below the detection threshold. This is consistent with a previous report [3] although a recent study by the same group has revealed the detection of 3 out of 15 genes of the ARGONAUTE family that were previously below the detection limit. The authors have attributed this discrepancy to "improved chemistry for sample processing, array hybridization, and staining that resulted in a better signal to noise ratio and thus a higher sensitivity" [8]. It is equally likely that the small RNA pathways are only active in the generative cells and hence further transcript profiling work on gametes shall resolve this issue.

### Top 30 candidates up-regulated in the pollen

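The 30 largest rises had log2 differences between 11.67 and 13.16. Enzymes and inhibitors of pectin modification filled the leading places. A copper ion binding oxidoreductase rose by 12.90, from 2.22 ± 0.05 (SD, n = 2) in sporophytic tissues to 15.11 ± 0.01 (SD, n = 3) in pollen. A SEC14 cytosolic factor, of a family that acts in membrane traffic, had 14.04 ± 0.13 in pollen and 2.37 ± 0.00 in sporophytic tissues. The nitrate responsive protein NOI had 14.66 ± 0.06 and 2.22 ± 0.03. All 30 probe sets of Table 1 were higher, also when adjusted over the list alone, with adjusted p between 1.6e-05 and 5.1e-05 from limma. Table 1 was ranked on these same arrays and is not independent evidence, and 26 of its members are among the 30 largest rises of the deposited values.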

The top 30 most highly up-regulated transcripts in pollen in comparison to sporophytic tissues are those predicted to encode cell wall-related proteins such as pectate lyase and pectin esterase family proteins, rapid alkalinization factor (RALF), multi-copper oxidase, and some transporters, along with unknown and novel genes (Table 1). RALF, a 5 kDa ubiquitous polypeptide in plants was first reported as RALF gene in tobacco encoding a ubiquitous 115-amino acid protein, which is processed into a 5-kD signaling peptide [9]. The peptide induced a rapid alkalinization of the culture medium of tobacco suspension-cultured cells and a concomitant activation of an intracellular mitogen-activated protein kinase [9]. RALF is considered as a potential signaling molecule and a putative RALF receptor has been detected in plasma membranes [10]. RALF-LIKE 10 is selectively expressed in Arabidopsis pollen [5]. In our data on soybean pollen two RALF isoforms, RALF-Like 11 and RALF-LIKE 19 show selective expression in pollen. 

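Both RALF peptides, small secreted signals, were among the 30 largest rises in pollen. RALF-LIKE 19 had a log2 signal of 15.25 ± 0.07 (SD, n = 3) in pollen and 2.52 ± 0.00 (SD, n = 2) in sporophytic tissues. This is a log2 difference of 12.73 (standard error 0.07, adjusted p = 1.6e-05 from limma). RALF-LIKE 11 had 14.68 ± 0.11 and 2.86 ± 0.05, a difference of 11.82 (standard error 0.09, adjusted p = 2.3e-05 from limma). Each peptide was higher on all 3 pollen arrays than on both sporophytic arrays, where it stayed below a signal of 100.

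**Figure D1:**
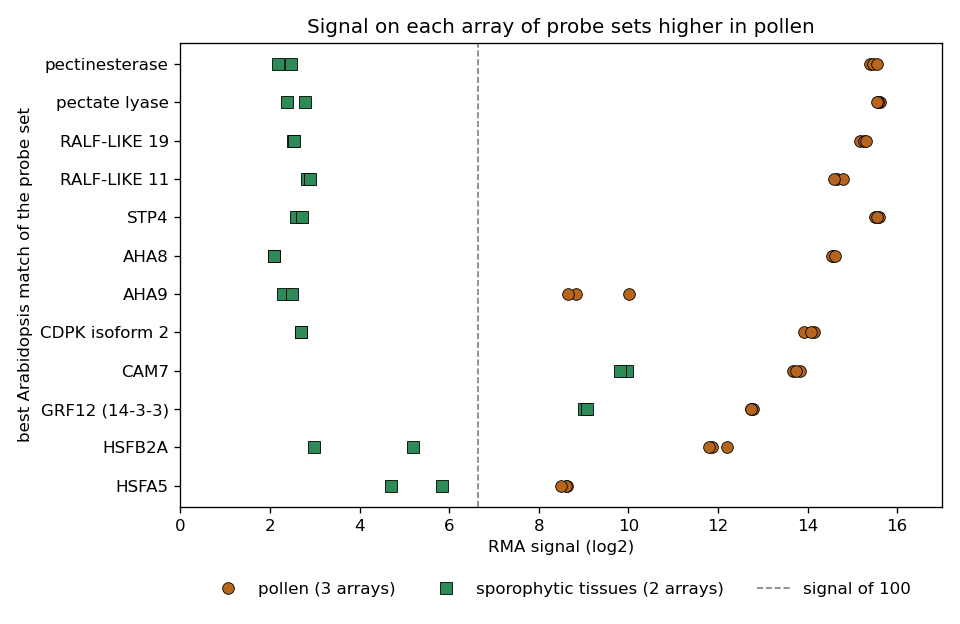
RMA signal (log2) on each of the 3 pollen arrays (circles) and 2 sporophytic arrays (squares) for 12 probe sets higher in pollen, with the dashed line at a signal of 100. RALF, STP4, AHA8 and pectin enzymes lie near the floor in sporophytic tissues, while CAM7 and GRF12 are above the line in both groups.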

The conserved up-regulation of genes encoding RALF-like signaling peptides in soybean and *Arabidopsis *pollen implicates its essential role in pollen development. However, further experiments involving gain-of-function or loss-of-function mutants are required to address this hypothesis.

**Table 1:** Top 30 up-regulated transcripts in soybean pollen in comparison to sporophytic tissues.

**Affymetrix Probe ID**	**Log_2 _Ratio**	**Annotation**
GmaAffx.9455.1.S1_at	11.0	pectate lyase family protein
GmaAffx.71146.1.S1_at	10.9	pectinesterase family protein
GmaAffx.79807.1.S1_at	10.8	No BLASTX match
GmaAffx.64699.1.S1_at	10.6	Rapid alkalinization factor 11 (RALF-LIKE 11)
GmaAffx.58015.1.S1_at	10.6	Rapid alkalinization factor 19 (RALF-LIKE 19)
GmaAffx.66571.1.S1_at	10.5	pectinesterase family protein
GmaAffx.67513.1.S1_at	10.5	pectinesterase family protein
GmaAffx.57996.1.S1_at	10.4	pectinesterase family protein
GmaAffx.12889.1.S1_at	10.4	copper ion binding oxidoreductase
GmaAffx.43840.1.S1_at	10.4	No BLASTX match
GmaAffx.78316.1.S1_at	10.3	STP4 (SUGAR TRANSPORTER 4)
GmaAffx.63015.1.S1_at	10.3	invertase/pectin methylesterase inhibitor family protein
GmaAffx.46458.1.S1_s_at	10.2	hypothetical protein
GmaAffx.21929.1.S1_at	10.2	pectinesterase inhibitor
Gma.825.1.A1_at	10.2	pectinesterase family protein
GmaAffx.49287.1.A1_at	10.1	No BLASTX match
GmaAffx.34695.1.S1_at	10.1	AHA8 (ARABIDOPSIS H(+)-ATPASE 8)
GmaAffx.35627.1.A1_at	10.0	pectinesterase family protein
GmaAffx.84818.1.S1_at	10.0	leucine-rich repeat transmembrane protein kinase
GmaAffx.8097.1.S1_at	9.8	expressed protein
GmaAffx.53728.1.S1_at	9.8	beta-galactosidase
GmaAffx.85210.1.S1_at	9.7	SEC14 cytosolic factor family protein
GmaAffx.26070.1.S1_at	9.7	pollen Ole e 1 allergen and extensin family protein
GmaAffx.3553.1.S1_at	9.7	NOI (nitrate responsive protein)
Gma.1154.1.S1_at	9.6	No BLASTX match
GmaAffx.34708.1.S1_at	9.6	Hypothetical protein
GmaAffx.78349.1.S1_at	9.5	pollen specific phosphatase
GmaAffx.78268.1.S1_at	9.4	pectate lyase (Pollen-specific LAT 59)
Gma.15381.1.S1_at	9.3	senescence-associated protein
GmaAffx.89158.1.S1_at	9.3	SEC14 cytosolic factor

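Enzymes that loosen pectin in cell walls were among the largest rises. All 12 probe sets of pectinesterases and pectate lyases in Additional file 1 were higher in pollen, with a median log2 difference of 12.86, and all met the pollen-selective criteria. A pectinesterase rose by 13.16 (standard error 0.12), with a log2 signal of 15.47 ± 0.08 (SD, n = 3) in pollen. Another rose by 13.14 (standard error 0.05). A pectate lyase rose by 13.00 (standard error 0.14), and a match to the pollen-specific LAT59 rose by 12.93. Smaller rises of 5.96 and 7.41 were found for a further pectinesterase and a further pectate lyase. Inhibitors of these enzymes rose with them, as 3 inhibitor probe sets had differences between 12.84 and 13.03. Among the 30 largest rises, 8 were pectinesterases or pectate lyases and 3 were inhibitors. Adjusted p was at most 1.7e-04 for the enzymes (limma). The family was taken from the study's list of transcripts higher in pollen on these arrays and is not independent evidence.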

Meanwhile, 9 out of 30 highly abundant transcripts in mature soybean pollen are predicted to encode members of pectin esterase and pectate lyase families of cell-wall loosening enzymes (Table 1). Corresponding genes in *Arabidopsis *were among those with the highest expression in pollen [2,4,5]. It has been proposed that besides their possible involvement in pollen tube wall modification, these hydrolytic enzymes may be important for the penetration of the stigmatic tissues.

### Transcription factors up-regulated in the soybean pollen

A search using the matching AGI of the soybean probe set was performed at the *Arabidopsis *Gene Regulatory Information Server  to explore the different families of transcription factors represented by the up-regulated transcripts in the pollen to see which transcription factors might have a major role in regulating activities in the mature pollen. Although many of the transcripts are annotated as transcription factors, the corresponding Arabidopsis orthologues are yet to be grouped under the 50 different families at the AtTFDB collection and this is likely due to the lack of functional knowledge of the genes concerned. Nevertheless, at least 16 different families of transcription factors are represented as listed in Table 2.

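Transcription factor families went both ways when named from the array annotation, independently of the study's list. Of 103 probe sets of bZIP factors, 25 were higher in pollen, 38 were lower and 40 did not pass, with the same counts when adjusted over the list alone. BZIP58 had a log2 signal of 12.85 ± 0.10 (SD, n = 3) in pollen and 5.18 ± 0.55 (SD, n = 2) in sporophytic tissues, and BZIP112 rose by 6.63. BZIP80 fell by 5.69 on the log2 scale. MADS box factors, which set the identity of floral organs, were higher for both probe sets of the list, also when adjusted over the list alone, SEP1 by 2.33 and MADS28 by 1.29, although neither reached a signal of 100 and only 1 of the 2 was higher when one or the other sporophytic array was left out. NMH7, matched to the petal and stamen gene AP3 and outside that list, rose by 6.82 on one probe set. As a list, bZIP factors did not pass limma's camera test (adjusted p = 0.873), where they ranked upward against a median log2 difference of -0.22. More of them were higher than lower, 44 against 24, with quantile normalized soybean probe sets.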

**Table 2:** Family of transcription factors enriched in soybean pollen.

**Type of Transcription Factor**	**Number**
Zinc finger (C3H)	13
Zinc finer (C2H2)	12
MYB	3
bZIP	3
bHLH	3
NAC	2
PHD	2
WRKY	2
HSF	2
MADS	1
GRF	1
TUB	1
CCAAT-HAP3	1
Zinc finger (C2C2-CO-like)	1
AP2-EREBP	1
BBR/BPC	1

To investigate the different types of transcription factor families represented in the up-regulated transcripts in soybean pollen, a search using the matching AGI of the soybean probe set was performed at the *Arabidopsis *Gene Regulatory Information Server .

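Zinc finger proteins of several types were strongly higher in pollen. An AN1-like C2H2 zinc finger protein had a log2 signal of 13.49 ± 0.01 (SD, n = 3) in pollen and 3.90 ± 1.03 (SD, n = 2) in sporophytic tissues. A relative of CONSTANS, a flowering regulator, had 11.63 ± 0.27 and 2.65 ± 0.00. A RING finger protein, of a type that often acts in ubiquitin transfer, had 11.47 ± 0.19 and 3.12 ± 0.48. Additional file 1 annotates 85 probe sets as zinc finger proteins, regardless of whether they bind DNA. Of these 82 were higher at an adjusted p under 0.05 from limma and 3 did not pass, with a median log2 difference of 4.47, and 43 were pollen-selective. The file was drawn from these arrays, so the count is not independent evidence.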

Zinc finger transcription factors are prominent in our differentially regulated gene data (25 genes). Although reported as pollen-specific genes in 1992 [11], zinc finger proteins act as master regulators (transcriptional repressors) in neuronal development, animal germ cells, and spermatogenesis [12]. For instance, Blimp1/Prdm1, a zinc finger transcriptional repressor, is the key regulator of early axis formation and primordial germ cell specification in animals [13]. Also, it has been shown that a targeted silencing of *Ovol1 *(also known as *movo1*), a zinc-finger transcription factor, leads to germ cell degeneration and defective sperm production in mice [14]. These proteins are also reported to be important regulatory molecules in various plant developmental processes, such as apical meristem development via chromatin remodeling process, anther development, and flowering.

It has been recently reported that a class of MYB factors regulate sperm cell formation in plants [15]. 

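MYB factors related to stamen regulators were among those higher in pollen. MYB99, matched to MYB21 of Arabidopsis, had a log2 signal of 8.75 ± 0.28 (SD, n = 3) in pollen and 2.84 ± 0.04 (SD, n = 2) in sporophytic tissues. MYB98, matched to MYB24, had 8.23 ± 0.39 and 2.66 ± 0.00, and MYB52 had 13.30 ± 0.22 and 7.88 ± 1.01. A match to cotton GHMYB10 rose by 7.37. MYB178, in contrast, fell by 4.66 on the log2 scale. Of 106 probe sets for 70 soybean MYB genes, 23 were higher, 22 were lower and 61 did not pass (19 higher and 18 lower when adjusted over the list alone). The list did not pass limma's camera test (adjusted p = 0.374), and it passed without sporophytic replicate 1 (adjusted p = 0.0289, against up to 0.948 under the other alternatives). With quantile normalized soybean probe sets, 43 were higher and 15 were lower. These counts were 44 and 27 without sporophytic replicate 1, and 29 and 37 without replicate 2.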

We identified three members of the MYB family as up-regulated in soybean pollen (Table 2). Certain MADS box proteins have been identified as pollen-specific in Antirrhinum [16] and have also been reported as an important non-classical transcriptional factor family in *Arabidopsis *pollen. Pina et al reported the over-representation of MADS box genes in the *Arabidopsis *pollen transcriptome, with 17 genes expressed in pollen and nine showing enrichment in pollen [3].

Plant homeodomain (PHD) finger transcription factors are up-regulated in soybean pollen. 

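PHD finger proteins went in opposite directions. A PHD finger transcription factor had a log2 signal of 11.19 ± 0.05 (SD, n = 3) in pollen and 7.13 ± 0.11 (SD, n = 2) in sporophytic tissues. A protein with PHD and SET domains, of a type that methylates histones, rose by 4.24, and a further PHD finger protein rose by 2.76. These 3 come from Additional file 1, which was drawn from the same arrays and is not independent evidence. The soybean genes PHD4 and PHD6 were lower for all 5 of their probe sets. PHD4 fell by 4.67 and PHD6 fell by 2.48 on the log2 scale. As a list, PHD4 and PHD6 passed limma's camera test (adjusted p = 0.0302) and did not pass it with an estimated correlation (adjusted p = 0.378 with an estimated correlation), nor under 5 of 12 further alternatives (adjusted p up to 0.161), leaving out either sporophytic array among them. The list was chosen from the gene symbols after the data were seen.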

The PHD finger may promote both gene expression and repression through interactions with trimethylated lysine 4 on histone H3 (H3K4), a universal modification seen at the beginning of active genes [17,18]. PHDs are associated with chromatin condensation during mitosis or meiosis, general transcriptional machinery, and a transcriptional regulator required for proper development, flowering, and fertility of plants [19,20].

Meanwhile, very little is known about the physiological and developmental roles of WRKY proteins, another family of transcription factor up-regulated in the soybean pollen. Although the DNA binding site of WRKY proteins is well-defined, determining the individual role of WRKY factors remains a challenge [21,22]. Though the function of WRKY proteins in pollen is not clear, our data suggest an important and novel regulatory role for these proteins in soybean pollen.

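WRKY2 and WRKY4 matches were the WRKY factors that rose in Additional file 1. All 6 of their probe sets were higher in pollen and pollen-selective, with log2 differences between 4.02 and 5.12. They were chosen by the study on these arrays and are not independent evidence. WRKY59, matched to WRKY2, had a log2 signal of 10.90 ± 0.15 (SD, n = 3) in pollen and 6.21 ± 0.59 (SD, n = 2) in sporophytic tissues. The soybean family as a whole was mixed. Of 104 probe sets for 53 WRKY genes, 16 were higher, 23 were lower and 65 did not pass (14 higher and 19 lower when adjusted over the list alone). One WRKY4 probe set fell by 4.20 on the log2 scale. Many WRKY genes, which respond to pathogens and stress, differed between the sporophytic arrays. Without sporophytic replicate 1, 47 probe sets were higher and 32 lower, and without replicate 2, 17 were higher and 58 lower. The list did not pass limma's camera test (adjusted p = 0.877), and it ranked upward although its median log2 difference was -0.57. With quantile normalized soybean probe sets, 28 were higher and 17 were lower.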

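Basic helix-loop-helix proteins of Additional file 1 gave 3 probe sets, all higher in pollen. The largest rise had a log2 signal of 9.87 ± 0.19 (SD, n = 3) in pollen and 4.94 ± 0.14 (SD, n = 2) in sporophytic tissues, a difference of 4.93. Its companion probe set, from the same transcript cluster, rose by 4.03. A separate gene's probe set rose by 3.57 and was bright in both groups, at 10.94 ± 0.11 and 7.37 ± 0.12. Adjusted p lay between 1.2e-04 and 1.6e-04 from limma. Because the file was drawn from these arrays, the direction is not independent evidence.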

A member of the basic helix-loop helix (bHLH) transcription factor also shows differential expression in soybean pollen; this group also shows a similar pattern of expression in *Arabidopsis *pollen. bHLH proteins are a family of transcription factors that bind to their DNA targets as dimmers [23,24]. They have been characterized in non-plant eukaryotes as important regulatory components in diverse biological processes such as the control of cell proliferation and the development of specific cell lineages. It has been shown that Tcfl5, a testis-specific bHLH protein, interacts with the regulatory region of the *Calmegin *gene promoter as a testis-specific activator of this gene and other testis-specific genes in mouse spermatogenesis [25]. Whether pollen-expressed bHLH transcription factors regulate sperm cell specific gene expression remains to be determined. 

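Matches to NAC factors of Arabidopsis were strongly higher in pollen. ANAC090 had a log2 signal of 9.92 ± 0.20 (SD, n = 3) in pollen and 2.93 ± 0.78 (SD, n = 2) in sporophytic tissues. ANAC073, whose match acts in secondary wall formation, had 8.20 ± 0.19 and 3.80 ± 0.17. A NAM-like protein had 8.64 ± 0.38 and 4.85 ± 0.44. These 3 are in Additional file 1, which was drawn from the same arrays and is not independent evidence. Of 41 probe sets for 20 NAC genes in the array annotation, 6 were higher, 2 were lower and 33 did not pass (5 higher and 1 lower when adjusted over the list alone). NAC51 rose by 2.61 and NAC14 fell by 5.28 on the log2 scale. The family's direction depended on the sporophytic arrays, which differed for many of these genes. Without sporophytic replicate 1, 22 were higher and 4 lower, and the list passed limma's camera test (adjusted p = 4.1e-04, against 0.374 with all arrays and up to 0.910 under the other alternatives). Without replicate 2, 6 were higher and 23 lower. With quantile normalized soybean probe sets, 15 were higher and 1 lower.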

Two NAC transcription factor family members are up-regulated in soybean pollen, suggesting a role of this family of proteins in the regulation of pollen genes, a function that to the best of our knowledge has not been reported for this class of genes.

### Transcripts associated with the ubiquitin system

Post-translational protein modifications play a critical role in most cellular processes through their unique ability to rapidly and reversibly alter the functions of synthesized proteins, multi-protein complexes, and intracellular structures. In eukaryotes, such modifications frequently occur by attaching a small polypeptide to the target protein. Ubiquitin and small ubiquitin-related modifiers (SUMO) are among those polypeptides [26]. Approximately 5% of *Arabidopsis *genes encode proteins that are predicted to be involved in the ubiquitin-proteasome system, and the regulation of protein degradation by ubiquitination is important in many plant processes [27]. Ubiquitin ligases that are associated with membrane-enclosed organelles are required for polarized pollen tube growth [28]. Furthermore, there has been a report of the enrichment of ubiquitin family genes in Arabidopsis sperm cells [8]. Our data contain many ubiquitin family genes, suggesting a role for this group of genes in pollen development through ubiquitin-mediated protein turnover (Table 3).

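Genes of ubiquitin transfer, ubiquitin removal and ubiquitin-like modifiers rose together in Table 3. All 23 probe sets were higher in pollen, also when adjusted over the list alone, with a median log2 difference of 3.60 and a range from 2.37 to 6.75. A protein with a ubiquitin-associated domain had a log2 signal of 11.72 ± 0.13 (SD, n = 3) in pollen and 4.97 ± 0.88 (SD, n = 2) in sporophytic tissues. The ubiquitin protease UBP3 had 8.89 ± 0.17 and 2.52 ± 0.07. Conjugating enzymes were bright in both groups, as UBC9 had 13.68 ± 0.09 and 10.78 ± 0.10. A signal of 100 was reached on both sporophytic arrays by 16 of the 23, and 4 were pollen-selective. Table 3 was chosen on these arrays and is not independent evidence. A list of 8 probe sets from the array annotation, which stand for only 2 ubiquitin genes, was mixed. Of them 2 were higher, 3 were lower and 3 did not pass (3 higher and 3 lower when adjusted over the list alone). With equal soybean medians 4 were higher and 3 lower. UBC4 fell on one probe set by 3.58 on the log2 scale. This list did not pass limma's camera test (adjusted p = 0.906), and it ranked upward against a median log2 difference of -0.28.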

**Table 3:** Putative ubiquitin-related transcripts up-regulated in soybean pollen.

**Affymetrix Probe ID**	**Log_2 _Ratio**	**Annotation**
GmaAffx.33438.1.A1_at	4.8	ubiquitin-associated (UBA)/TS-N domain-containing protein
Gma.4406.3.A1_a_at	4.7	Probable ubiquitin-fold modifier 1 precursor (Protein PR46A)
GmaAffx.90938.1.S1_at	4.4	ubiquitin-protein ligase
Gma.17830.1.A1_at	4.1	ATUBP3 (UBIQUITIN-SPECIFIC PROTEASE 3)
GmaAffx.53665.1.S1_s_at	4.0	ubiquitin-protein ligase
GmaAffx.57775.1.S1_s_at	4.0	UBC10 (ubiquitin-conjugating enzyme 10)
Gma.3735.3.S1_at	3.3	ATUBC2 (UBIQUITING-CONJUGATING ENZYME 2); ubiquitin-protein ligase
Gma.5750.3.S1_a_at	3.3	UBP20 (UBIQUITIN-SPECIFIC PROTEASE 20)
GmaAffx.93424.1.S1_s_at	3.1	UBQ11 (UBIQUITIN 11)
Gma.8301.1.S1_a_at	2.9	MMZ1 (MMS ZWEI HOMOLOGE 1); ubiquitin-protein ligase
Gma.5750.1.S1_a_at	2.8	UBP20 (UBIQUITIN-SPECIFIC PROTEASE 20); DNA binding
Gma.10691.4.S1_s_at	2.6	UBC28; ubiquitin-protein ligase
GmaAffx.91367.1.S1_s_at	2.5	UBC10 (ubiquitin-conjugating enzyme 10); ubiquitin-protein ligase
GmaAffx.87774.1.S1_at	2.5	PRT1 (PROTEOLYSIS 1); ubiquitin-protein ligase
Gma.11119.5.S1_at	2.3	UBC9 (UBIQUITIN CONJUGATING ENZYME 9)
GmaAffx.65766.1.S1_at	2.2	Ubiquitin system component Cue
Gma.8301.3.S1_at	2.1	MMZ1 (MMS ZWEI HOMOLOGE 1); ubiquitin-protein ligase
Gma.10933.1.S1_a_at	2.1	UBQ13 (ubiquitin 13)
Gma.10435.1.S1_at	2.1	UBC32 (ubiquitin-conjugating enzyme 31)
Gma.11119.4.S1_at	2.0	UBC10 (ubiquitin-conjugating enzyme 10)
GmaAffx.55629.1.S1_at	1.9	UBP25 (UBIQUITIN-SPECIFIC PROTEASE 25)
GmaAffx.50783.1.S1_at	1.9	SKIP6 (SKP1 INTERACTING PARTNER 6); ubiquitin-protein ligase
Gma.5718.1.A1_s_at	1.8	UBC22 (ubiquitin-conjugating enzyme 18); ubiquitin-protein ligase

### Signal transduction and transporters

Approximately, 100 different signalling proteins, such as 14-3-3 proteins and kinases are up-regulated at the gene level in the soybean pollen. 

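Protein kinases were the largest group of signalling genes higher in pollen. All 141 probe sets annotated as kinases in Additional file 1 rose, with a median log2 difference of 4.50, and 76 were pollen-selective. The largest rise, 11.66, was that of a leucine-rich repeat receptor kinase, and the smallest was 0.21. ROPGEF12, annotated as like a kinase partner protein, was at a log2 signal of 12.99 ± 0.11 (SD, n = 3) in pollen and 2.67 ± 0.16 (SD, n = 2) in sporophytic tissues. The 14-3-3 protein GRF12 (soybean SGF14f) rose by 3.71 from an already high sporophytic signal of 9.05 ± 0.05. Both counts rest on a list that was drawn from the same arrays and is not independent evidence. The soybean 14-3-3 genes as a family went both ways. Of 15 probe sets, 7 were higher, 6 were lower and 2 did not pass. GF14C fell by 5.21 and GF14B fell by 5.82 on the log2 scale. This family, listed from the gene symbols after the data were seen, did not pass limma's camera test (adjusted p = 0.195).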

14-3-3 proteins are among the most important and versatile proteins in eukaryotes [29]. They interact with many regulatory proteins like transcription factors (by protein-protein interaction) and alter their activity, in addition to performing regulatory roles by shuttling proteins between various cellular locations. In plants, it has been reported that 14-3-3 proteins regulate the H-ATPase pumps of the plasma membrane [30]. As expected, calcium-related proteins are enriched in soybean pollen, as they are important regulators of pollen germination and tube growth. Calcium and calcium sensor proteins such as calmodulin (CaM), a universal calcium sensor protein, play important roles in gene regulation, and hence plant growth and development [31,32]. It has been shown that calcium transporters are key regulators of pollen tube development and fertilization in flowering plants [33]. In addition, CaM binding proteins, such as maize pollen calmodulin-binding protein (MPCBP) and NPG1 (*no pollen germination1*) in *Arabidopsis*, are specifically expressed in pollen and regulate pollen germination, as supported by the observation that down-regulation of these genes resulted in the inability of the pollen to germinate [34,35]. 

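Calcium-dependent protein kinases, calcium sensors that phosphorylate their targets, gave some of the largest rises among the kinases of Additional file 1. The calmodulin-independent kinase isoform 2 had a log2 signal of 14.04 ± 0.11 (SD, n = 3) in pollen and 2.70 ± 0.00 (SD, n = 2) in sporophytic tissues. Another, annotated as putative, had 13.74 ± 0.08 and 2.55 ± 0.02. NPG1, a calmodulin-binding protein needed for pollen germination in Arabidopsis, had 11.04 ± 0.07 and 4.33 ± 0.46. The calmodulin gene SCAM-1, matched to CAM7, was bright in both, at 13.75 ± 0.08 and 9.89 ± 0.11. Of 14 probe sets for soybean calmodulins, 2 were higher, none was lower and 12 did not pass. The count of higher ones was 7 with quantile normalized soybean probe sets and 11 with equal soybean medians, while 6 were higher and 3 lower without sporophytic replicate 1, and 3 higher and 4 lower without replicate 2. The soybean kinases did not all rise. CDPK-BETA was higher, while CDPK-GAMMA fell by 3.54 and CDPK fell by 1.96 on the log2 scale, with the same counts when adjusted over the list alone. The list of these 3 did not pass limma's camera test (adjusted p = 0.906).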

As expected, we identified many calcium-related genes in our soybean dataset (Table 4). Some of these proteins are already known to be pollen-specific, and many are highly up-regulated (up to 256-fold) as compared to sporophytic tissues, highlighting the importance of these proteins in pollen biology.

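The calcium-related transcripts of Table 4 were all higher in pollen, 12 of 12 probe sets, also when adjusted over the list alone. Their median log2 difference was 8.59, with a range from 3.86 for CAM7 to 11.34 for kinase isoform 2, and the latter is a ratio of 2598. CPK28 rose by 6.05 (standard error 0.29, adjusted p = 3.8e-04 from limma) and CPK7 rose by 9.42. Of the 12, 10 were pollen-selective. Across all categories of Additional file 1, as far as it was used here, 25 calcium-related probe sets rose, with a median of 7.35. Table and file were drawn from these arrays and are not independent evidence. Ratios against sporophytic signals near the floor depend on the low end of the RMA scale.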

**Table 4:** Representative transcripts under the functional category of signal transduction with higher expression level in the soybean pollen in comparison to the sporophytic tissues.

**Affymetrix Probe ID**	**Log_2 _Ratio**	**Annotation**
GmaAffx.43921.1.S1_at	9.1	Putative calcium-dependent protein kinase
GmaAffx.80188.1.A1_at	8.9	Calcium-dependent calmodulin-independent protein kinase isoform 2
GmaAffx.55767.1.S1_at	8.5	calcium-binding protein
GmaAffx.9280.1.S1_at	7.7	CPK7 (CALMODULIN-DOMAIN PROTEIN KINASE 7)
Gma.15500.1.S1_at	6.9	calcium ion binding protein
Gma.15500.2.A1_at	6.6	Calcium-binding EF-hand
GmaAffx.89567.1.A1_at	6.5	CPK1 (calcium-dependent protein kinase isoform AK1)
GmaAffx.43741.1.S1_at	5.7	calcium ion binding protein
Gma.8417.1.S1_at	5.6	CPK4 (calcium-dependent protein kinase 4)
GmaAffx.23909.1.S1_at	5.2	CPK28 (calcium-dependent protein kinase 28)
GmaAffx.89301.1.A1_at	3.9	Calcium-dependent protein kinase CDPK1444
GmaAffx.92868.1.S1_s_at	3.4	CAM7 (CALMODULIN 7); calcium ion binding

Transport proteins, including membrane pumps, represent one of the largest up-regulated gene sets in the soybean pollen (Additional File 1). 

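Pumps, channels and carriers of many substrates rose in pollen. All 38 probe sets of Table 5 were higher, also when adjusted over the list alone, with a median log2 difference of 5.44 and a range from 2.16 to 12.90. A calcium-transporting ATPase had a log2 signal of 14.29 ± 0.14 (SD, n = 3) in pollen and 7.15 ± 0.28 (SD, n = 2) in sporophytic tissues. The outward potassium channel SKOR had 9.61 ± 0.07 and 3.46 ± 0.47, and the oligopeptide transporter OPT1 had 9.88 ± 0.26 and 3.40 ± 0.16. Of the water channels in the table, SIP2;1 rose by 8.47 and PIP2;4 by 8.24. A list of 25 other probe sets for plasma membrane water channels, named by gene symbol after the data were seen, had 17 lower and none higher (1 without sporophytic replicate 2), and 15 lower and 6 higher with equal soybean medians. The amino acid permease AAP3 was bright in pollen, at 12.84 ± 0.08, and uneven in sporophytic tissues, at 5.86 ± 2.50. Adjusted p reached at most 0.0413 (limma). The table was chosen on these arrays and is not independent evidence.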

Table 5 shows a representative list of transcripts classified under the functional category of "transporter" and this includes those predicted to encode SUGAR TRANSPORTER 4 (STP4), ARABIDOPSIS H(+)-ATPASE 8 (AHA8), AHA9, monosaccharide/H+ symporter (STP), amino acid transporter, Ca^2+ ^pumps and a putative phosphate translocator. Similar categories of transcripts have been reported to be up-regulated in *Arabidopsis *pollen [36].

**Table 5:** Representative up-regulated transcripts in the soybean pollen under the functional category of transporter

**Affymetrix Probe ID**	**Log_2 _Ratio**	**Annotation**
GmaAffx.78316.1.S1_at	10.3	STP4 (SUGAR TRANSPORTER 4); carbohydrate transporter/sugar porter
GmaAffx.34695.1.S1_at	10.1	AHA8 (ARABIDOPSIS H(+)-ATPASE 8); ATPase
Gma.18042.1.S1_at	6.4	mitochondrial substrate carrier family protein
GmaAffx.43336.1.S1_at	6.3	SIP2;1 (SMALL AND BASIC INTRINSIC PROTEIN 2); transporter
Gma.14613.1.A1_at	6.2	kelch repeat-containing F-box family protein
Gma.3527.1.S1_at	5.8	calcium-transporting ATPase
Gma.14065.1.A1_at	5.8	membrane protein-related
Gma.4648.1.S1_at	5.6	permease-related proetin
GmaAffx.18381.1.S1_at	5.6	mitochondrial substrate carrier family protein
GmaAffx.75679.1.S1_at	5.5	magnesium transporter CorA-like family protein (MRS2-2)
GmaAffx.5958.1.A1_at	5.2	AAP3 (amino acid permease 3); amino acid permease
GmaAffx.66056.1.S1_at	5.0	AHA9 (Arabidopsis H(+)-ATPase 9)
GmaAffx.79100.1.S1_at	4.8	PPI1 (PROTON PUMP INTERACTOR 1)
GmaAffx.35242.1.S1_at	4.8	haloacid dehalogenase-like hydrolase family protein
GmaAffx.40934.1.S1_at	4.7	SKOR (stelar K+ outward rectifier); cyclic nucleotide binding/outward rectifier potassium channel
GmaAffx.55782.1.S1_at	4.4	PIP2;4/PIP2F (plasma membrane intrinsic protein 2;4)
GmaAffx.50740.1.S1_at	4.4	ATOPT1 (oligopeptide transporter 1)
Gma.7510.1.A1_at	4.3	sodium proton exchanger, putative (NHX6)
Gma.16713.2.S1_a_at	4.2	mitochondrial substrate carrier family protein
GmaAffx.22309.1.S1_at	4.2	magnesium transporter CorA-like family protein
GmaAffx.86058.1.S1_at	4.1	outward rectifier potassium channel
Gma.18090.1.S1_at	4.1	PPI1 (PROTON PUMP INTERACTOR 1)
Gma.14250.1.S1_at	3.6	amino acid transporter family protein
GmaAffx.45132.1.S1_at	3.6	PGP9 (P-GLYCOPROTEIN 9) ATPase
GmaAffx.28163.1.S1_at	3.6	mitochondrial substrate carrier family protein
GmaAffx.73726.1.S1_at	3.3	nucleobase:cation symporter
GmaAffx.38263.1.S1_at	3.3	outer membrane OMP85 family protein
Gma.11250.3.S1_a_at	3.3	magnesium transporter CorA-like family protein (MRS2-1)
Gma.3044.2.S1_s_at	3.1	PPI1 (PROTON PUMP INTERACTOR 1)
Gma.17362.1.S1_at	3.0	potassium channel tetramerisation domain-containing protein
GmaAffx.58615.1.S1_at	2.9	sodium proton exchanger, putative (NHX6)
GmaAffx.11496.1.S1_at	2.9	SULTR3;5 (SULTR3;5)
GmaAffx.84719.1.S1_at	2.8	phosphate translocator-related
Gma.3044.1.S1_at	2.8	PPI1 (PROTON PUMP INTERACTOR 1)
GmaAffx.5951.1.S1_at	2.7	metal transporter family protein
Gma.2760.1.S1_at	2.0	SULTR4;2 (sulfate transporter 4;2); sulfate transporter
Gma.17298.2.S1_a_at	1.9	integral membrane transporter family protein
Gma.13872.1.S1_at	1.8	sugar transporter, putative

Higher plants possess two distinct families of sugar carriers: the disaccharide transporters that primarily catalyse sucrose transport and the monosaccharide transporters that mediate the transport of a variable range of monosaccharides [37]. The *STP4 *gene encodes a membrane located monosachharide H+ symporter that can catalyze the uptake of various monosaccharides [38]. 

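The hexose carrier STP4 was among the 10 largest rises, with a log2 signal of 15.55 ± 0.04 (SD, n = 3) in pollen and 2.65 ± 0.09 (SD, n = 2) in sporophytic tissues. This is a log2 difference of 12.90 (standard error 0.07, adjusted p = 1.6e-05 from limma). A second putative sugar transporter rose by 3.29. Sugar exporters of the SWEET family were split. SWEET13 rose by 5.19 and SWEET17 by 5.04, while SWEET42 fell by 3.89 on the log2 scale. Of 12 probe sets for 9 sugar transporter genes in the array annotation, 3 were higher, 3 were lower and 6 did not pass, with the same counts when adjusted over the list alone. The list did not pass limma's camera test (adjusted p = 0.751), in which it ranked upward against a median log2 difference of -0.74. That median was 0.41 with equal soybean medians, where 6 were higher and 3 lower. Leaving out sporophytic replicate 1 gave 4 higher and 5 lower, and leaving out replicate 2 gave 6 and 5.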

High expression of monosachharide transporter in soybean pollen points towards glucose and fructose as preferred source of nutrition for pollen germination and tube growth. A similar pollen specific expression of a putative hexose transporter gene was reported in *Arabidopsis *and *Petunia *[39,40]. It has been proposed that in species where monosachharides are taken up preferentially, sucrose might be hydrolysed to glucose and fructose by a cell-wall invertase before uptake by monosachharide transporters in the growing pollen tube.

High up-regulation of H^+^ATPases including those encoding AHA8 and AHA9 in soybean pollen points to an essential role similar to their *Arabidopsis *and *Nicotiana *counterparts. 

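AHA8 and AHA9, proton pumps of the plasma membrane that energise uptake through carriers, were both higher in pollen. AHA8 had a log2 signal of 14.58 ± 0.04 (SD, n = 3) in pollen and 2.10 ± 0.00 (SD, n = 2) in sporophytic tissues, a difference of 12.48 (standard error 0.05, adjusted p = 1.6e-05 from limma). AHA9 had 9.16 ± 0.75 in pollen and 2.40 ± 0.14 in sporophytic tissues, a difference of 6.77 (standard error 0.50, adjusted p = 0.00113 from limma). Both were pollen-selective. PPI1, a protein that interacts with the proton pump, rose for all 4 of its probe sets in Table 5, by 6.35 for the largest and by 3.32 for the smallest.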

The expression of AHA8 and AHA9 has been shown to be pollen-specific in *Arabidopsis *[3]. Recently, a pollen H+ ATPases has been shown to be associated with the tip growth in Nicotiana pollen tubes [41]. Uptake and translocation of cationic nutrients play essential roles in plant growth, nutrition, signal transduction, and development [42]. The plant cation transporter gene families include potassium transporters and channels, sodium transporters, calcium antiporters, cyclic nucleotide-gated channels and cation diffusion facilitator proteins. 

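Exchangers matched to NHX6, a sodium and proton exchanger of internal membranes, gave 2 probe sets that rose in pollen. The first had a log2 signal of 11.61 ± 0.05 (SD, n = 3) in pollen and 6.15 ± 0.29 (SD, n = 2) in sporophytic tissues, a difference of 5.46 (standard error 0.15, adjusted p = 1.1e-04 from limma). The other had 9.37 ± 0.46 and 5.06 ± 0.61, a difference of 4.31 (standard error 0.42, adjusted p = 0.00244 from limma). The study listed both from these arrays, so their direction is not independent evidence. Of 4 probe sets for the soybean gene NHX1, none passed, also when adjusted over the list alone, with log2 differences between -0.21 and 0.65. With quantile normalized soybean probe sets 3 of them were higher and none lower (median 1.08), as with equal soybean medians (median 1.34). The difference between NHX6 and NHX1 was not tested.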

Our data show that several of the members of cation/proton exchanger family proteins are expressed at a higher level in the soybean pollen in comparison to those of sporophytic tissues. Bock et al [36] reported that fourteen members of the cation/proton exchanger (CHX) gene family are expressed late in pollen development and also raised questions about their roles and multiplicity. The possibility that they are localized to different intracellular compartments was proposed. It is noteworthy that a similar multiplicity of cation/proton exchanger family genes that are up-regulated in the soybean pollen is apparent in our data.

### WD-40 repeat proteins

WD-40 repeat proteins are defined by the presence of four or more repeating units containing a conserved core of approximately 40 amino acids that usually end with tryptophan-aspartic acid (WD). WD-repeat proteins are conserved in animals and plants, where they participate in complexes involved in chromatin metabolism and gene expression [43-45]. They also have been reported to be transcriptional repressors that interact either with co-repressors or in a complex with histone deacetylases, to regulate spermatogenesis, and to function as mitotic checkpoints to ensure accurate chromosome segregation. 

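WD-40 repeat proteins, scaffolds for protein complexes, were higher in pollen for all 12 probe sets of Table 6, also when adjusted over the list alone. Their median log2 difference was 3.68, with a range from 2.63 to 8.94. The largest rise was that of a transducin family protein, with a log2 signal of 12.13 ± 0.05 (SD, n = 3) in pollen and 3.19 ± 0.42 (SD, n = 2) in sporophytic tissues. ZFWD2, which joins a zinc finger to the repeats, had 10.39 ± 0.26 and 3.81 ± 0.47. A pair of repeat proteins was expressed in both groups, one at 12.72 ± 0.05 and 9.09 ± 0.14 and the other at 12.06 ± 0.20 and 8.35 ± 0.12. Adjusted p was at most 0.00239 (limma). Since the table was chosen on these arrays, it is not independent evidence.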

A number of WD-repeat protein are up-regulated in the soybean pollen (Table 6) implicating their likely involvement in regulating pollen development.

**Table 6:** Putative WD-40 repeats protein up-regulated in the soybean pollen in comparison to the sporophytic tissues.

**Affymetrix Probe ID**	**Log_2 _Ratio**	**Annotation**
Gma.15007.3.S1_s_at	2.7	transducin family protein/WD-40 repeat family protein
GmaAffx.1810.1.A1_at	2.1	transducin family protein/WD-40 repeat family protein
GmaAffx.34663.1.A1_at	6.8	transducin family protein/WD-40 repeat family protein
GmaAffx.52213.1.S1_at	3.3	WD-40 repeat family protein
Gma.15213.1.S1_at	2.9	WD-40 repeat family protein
Gma.15617.2.S1_at	2.6	WD-40 repeat family protein/beige-related
Gma.7017.2.S1_s_at	2.5	transducin family protein/WD-40 repeat family protein
GmaAffx.30148.1.S1_at	2.6	WD-40 repeat family protein/beige-related
GmaAffx.78269.1.S1_at	2.2	WD-40 repeat family protein/beige-related
GmaAffx.5267.1.S1_at	4.8	WD-40 repeat family protein/zfwd2 protein (ZFWD2), putative
GmaAffx.91103.1.S1_at	2.4	transducin family protein/WD-40 repeat family protein
GmaAffx.35843.1.S1_at	2.1	WD40-like protein

### Heat shock proteins

Heat shock proteins (HSPs)/chaperones) are divided in five major families: the HSP70, the HSP60, the HSP 90, the HSP 100 families and a small HSP family [46]. The accumulation of heat shock proteins (HSPs) under heat and other abiotic stresses has been suggested to play a key role in the acquisition of thermotolerance in plants and other organisms. At the cell level these proteins are responsible for protein folding, assembly, and translocation, and can assist in protein re-folding under stress conditions. Some studies could not detect heat shock response in developing microspores or mature pollen of various species [47,48] while others have shown that many HSPs are expressed in microspores and mature pollen [49].

It is interesting to note that in our present study on mature soybean pollen transcriptome, there is significant up-regulation of transcripts encoding heat shock proteins as well as heat shock transcription factors HSFB2A and HSFA5 (Table 7; Figure 3). 

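Small heat shock proteins, chaperones that hold unfolded proteins, made up much of the rise in Table 7. All 17 probe sets of the table were higher in pollen, also when adjusted over the list alone, with a median log2 difference of 5.29, and 15 were pollen-selective. HSP17.6B-CI had a log2 signal of 9.20 ± 0.39 (SD, n = 3) in pollen and 2.82 ± 0.09 (SD, n = 2) in sporophytic tissues. HSP17.4 had 10.89 ± 0.09 and 5.20 ± 0.53, and the DnaJ co-chaperone J20 had 10.62 ± 0.31 and 5.81 ± 0.56. The table was chosen on these arrays and is not independent evidence. Heat shock genes named from the array annotation were mixed. Of 18 probe sets, which stand for 6 genes, 3 were higher, 4 were lower and 11 did not pass, also when adjusted over the list alone. HSP17.5-E rose by 5.64, while HSP90-1 fell by 2.35 on the log2 scale. Heat shock genes were among those that differed between the sporophytic arrays. Without sporophytic replicate 1, 7 were higher and 4 lower, and without replicate 2, 5 were higher and 9 lower. With equal soybean medians, 7 were higher and 1 lower. The list did not pass limma's camera test (adjusted p = 0.665).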

A recent study on transcriptome changes during pollen germination showed significant up-regulation of HSPs during pollen germination and tube growth, and many of these HSPs are undetectable at the expression level in mature pollen [50]. These authors proposed that these HSPs might function as molecular chaperones for protein modification processes during pollen germination and tube growth. Heat shock factors are the primary molecules responsible for activating genes responsive to both heat stress and other stressors [51]. The up-regulation of heat shock transcription factor HSFB2A and HSFA5 in soybean pollen matches similar up regulation of its counterpart in *Arabidopsis *pollen [51]. The plant HSF family has been reported to comprise more than 20 members with recent evidence pointing towards the unique functions of individual HSFs in signal transduction pathways activated in response to environmental stress and during development. Conserved up-regulation of HSFB2A and HSFA5 in both soybean and Arabidopsis pollen points towards unique role of these transcription factors in pollen development and possibly in gamete development. It is interesting to note that heat shock proteins are known for their role in animal spermatogenesis by acting as molecular chaperones to assist with protein folding [52].

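Heat shock factor HSFB2A was higher in pollen on both of its probe sets. The first had a log2 signal of 11.95 ± 0.21 (SD, n = 3) in pollen and 4.09 ± 1.56 (SD, n = 2) in sporophytic tissues, a difference of 7.86 (standard error 0.74, adjusted p = 0.0022 from limma). The other had 10.73 ± 0.27 and 4.27 ± 0.96, a difference of 6.47 (standard error 0.48). HSFA5 (soybean HSF-15) had 8.58 ± 0.08 and 5.28 ± 0.80, a difference of 3.30 (standard error 0.38, adjusted p = 0.00383 from limma). Of 15 probe sets for 10 heat shock factors listed from the gene symbols after the data were seen, 4 were higher, 2 were lower and 9 did not pass, and with equal soybean medians 12 were higher and 1 lower. There were 8 higher and 3 lower without sporophytic replicate 1, and 5 and 3 without replicate 2. HSF-35 rose by 4.15 and HSF-01 fell by 3.29 on the log2 scale. The list missed the threshold of limma's camera test (adjusted p = 0.0691) and passed it with quantile normalized soybean probe sets (adjusted p = 0.0484, against up to 0.347 under the other alternatives). From the rise of HSFB2A and HSFA5 in pollen of both soybean and Arabidopsis, the paper proposes a role for these factors in pollen development.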

**Figure 3:**
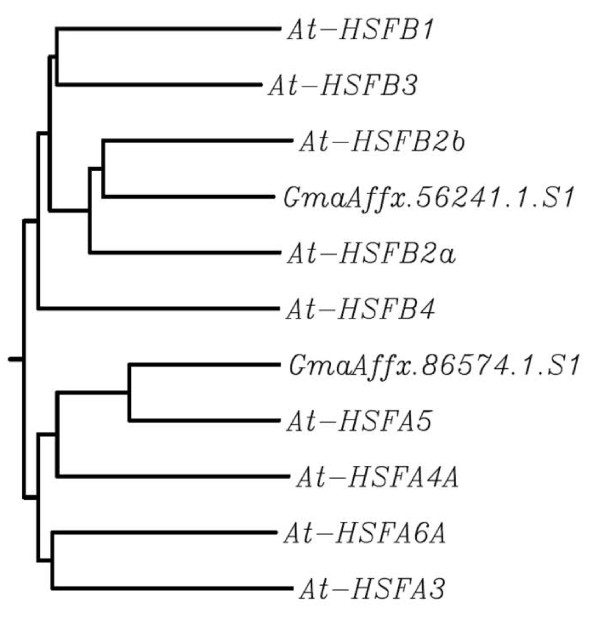
**Phylogenetic relationship of virtually translated GmaAffx.56241.1.S1 and GmaAffx.86574.1.S1 with heat shock factors (At-HSF) from *Arabidopsis thaliana***. The phylogenetic tree is constructed using CLUSTAL W (version 1.83) and the results displayed as NJ-tree with branch length. Protein sequences of At-HSFs were retrieved from TAIR website  and the predicted protein sequence for GmaAffx.56241.1.S1 or GmaAffx.86574.1.S1 from PHYTOZOME .

**Table 7:** Up-regulated transcripts in the soybean pollen predicted to encode heat shock-related proteins.

**Affymetrix Probe ID**	**AtGI**	**Annotation**	**Log2 Ratio**
GmaAffx.87467.1.S1_at	AT1G52560	small heat shock protein-like (HSP26.5-P)	3.1
Gma.11105.1.A1_at	AT1G61770	DNAJ heat shock N-terminal domain-containing protein	3.1
GmaAffx.25874.1.S1_at	AT2G25560	DNAJ heat shock N-terminal domain-containing protein	3.3
GmaAffx.85437.1.S1_at	AT2G26890	GRV2 (KATAMARI2); binding/heat shock protein binding	2.8
Gma.17947.1.S1_at	AT2G29500	17.6 kDa class I small heat shock protein (HSP17.6B-CI)	4.4
GmaAffx.93268.1.S1_at	AT2G29500	17.6 kDa class I small heat shock protein (HSP17.6B-CI)	4
GmaAffx.57556.1.S1_at	AT3G08970	DNAJ heat shock N-terminal domain-containing protein	3.6
GmaAffx.69311.1.S1_at	AT3G46230	ATHSP17.4 (A. thaliana heat shock protein 17.4)	4.1
Gma.3422.1.S1_at	AT4G13830	J20 (DNAJ-LIKE 20); heat shock protein binding	3.6
GmaAffx.86574.1.S1_at	AT4G13980	AT-HSFA5 (heat shock transcription factor A5)	2.0
GmaAffx.9985.1.S1_at	AT5G06410	DNAJ heat shock N-terminal domain-containing protein	2.4
GmaAffx.69544.1.S1_s_at	AT5G12020	17.6 kDa class II heat shock protein (HSP17.6-CII)	3.9
GmaAffx.69544.1.S1_at	AT5G12020	17.6 kDa class II heat shock protein (HSP17.6-CII)	3.7
Gma.7766.1.S1_at	AT5G12020	17.6 kDa class II heat shock protein (HSP17.6-CII)	3.6
GmaAffx.69544.2.S1_at	AT5G12020	17.6 kDa class II heat shock protein (HSP17.6-CII)	2.5
GmaAffx.56241.2.S1_at	AT5G62020	AT-HSFB2A (heat shock transcription factor B2A)	6.5
GmaAffx.56241.1.S1_at	AT5G62020	AT-HSFB2A (heat shock transcription factor B2A)	4.3

## Conclusion

This is the first report on transcriptional profiling of the pollen of a major legume crop. The current knowledge from pollen transcriptome profiling with microarrays is limited to the model plant, *Arabidopsis*. Our data will extend the current understanding of pollen biology and gene regulation by providing a set of robustly selected, differentially expressed genes in soybean pollen. We also provide a number of genes with unknown functions that are highly expressed in the pollen and could be tested in many functional analyses to increase our understanding of gene regulation in pollen. Most of the genes important for sporophytic organs are highly repressed in pollen. Regulation of these genes is probably controlled at the transcriptional level by transcriptional factors and chromatin remodelling machinery, as pollen contains a variety of transcription factor transcripts for use in different developmental situations. 

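Genes of photosynthesis were strongly lower in pollen. Of 36 probe sets for photosynthesis and chlorophyll genes named from the array annotation, 28 were lower, 3 were higher and 5 did not pass, with a median log2 difference of -4.87. Ribulose-bisphosphate carboxylase (LOC547605) fell on one of its probe sets from 15.43 ± 0.02 (SD, n = 2) in sporophytic tissues to 6.94 ± 0.38 (SD, n = 3) in pollen, and PETC of the cytochrome complex fell by 8.57 on the log2 scale. Genes of the phloem were lower as well. Of 11 probe sets for sieve element occlusion genes, 7 were lower, none was higher (2 without sporophytic replicate 2) and 4 did not pass, and SEOA fell by 6.64. Across the array, 151 probe sets fell by at least 8 log2 units and 169 rose by as much. Both lists were chosen from the gene symbols after the data were seen. They passed limma's camera test (adjusted p = 2.2e-04 for photosynthesis and 0.0302 for the phloem). Neither passed with an estimated correlation (adjusted p = 0.264 and 0.347 with an estimated correlation), and the phloem list also missed it under 4 of 13 further alternatives, leaving out either sporophytic array among them.

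**Figure D2:**
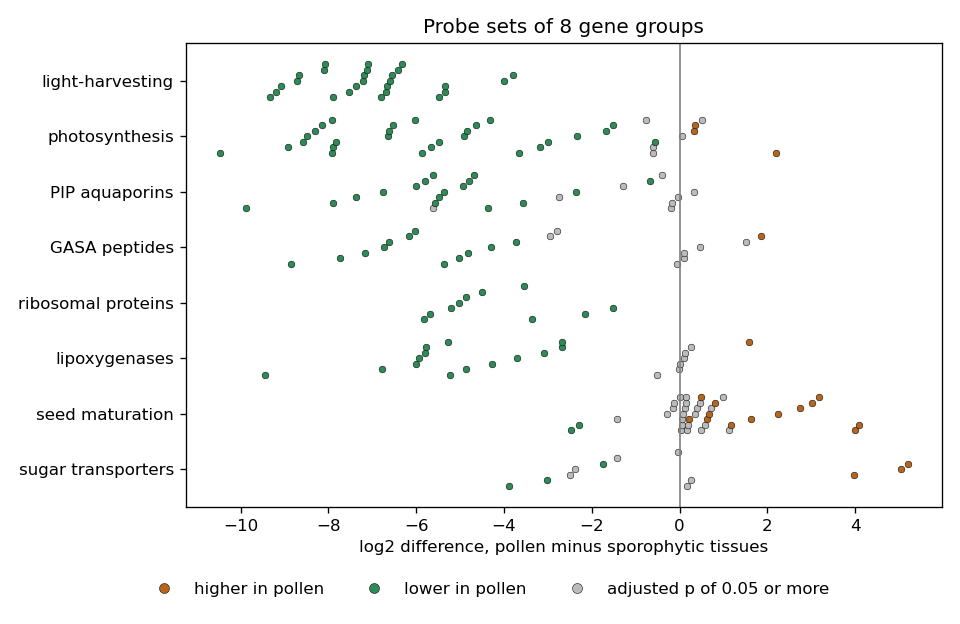
Log2 difference, pollen minus sporophytic tissues, of each probe set in 8 gene groups, with 1 point per probe set. Points are coloured by the call at an adjusted p under 0.05 from limma with all 5 arrays. The 26 light-harvesting probe sets lie between -9.34 and -3.79, but they were taken from the study's list of transcripts lower in pollen, which fixed their direction. The other groups were named by gene symbol, and all but the sugar transporters were chosen after the data were seen. The LHB1B1 probe set is drawn in both the light-harvesting and the photosynthesis group. Among them, seed maturation genes and sugar transporters spread to both sides of 0. Photosynthesis genes (3), GASA peptides (1) and lipoxygenases (1) also held probe sets called higher.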

Further research on the candidates reported in this study should provide new insights into the understanding of plant male gametophyte development other than the current knowledge provided by research on model plants.

## Methods

### Plant growth and pollen collection

Soybean plants [*Glycine max*. (L) Merr. Cv. Bragg] were used in this study. The plants used for pollen collection were grown in a temperature-controlled greenhouse with a 16 hour light/8 hour dark photoperiod at 30°C. They were grown in vermiculite with the addition of a slow release fertilizer (osmocote). When the plants had matured and developed significant biomass, flowering was induced by changing the photoperiod to 12 hours. Pollen was collected on coverslips by rubbing isolated anthers together, and anther tissue was removed from the coverslip prior to freezing at -80°C. Pollen purity and viability was assessed by microscopic observations and fluorescein diacetate test (Figure 4).

**Figure 4:**
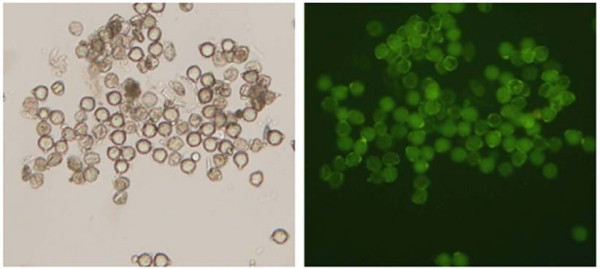
**Photomicrograph of isolated pollen under light microscopy (left) and fluorescein diacetate viability screen in epifluorescence microscopy (right)**.

### RNA isolation and microarray hybridization

Total RNA from pollen or sporophytic tissues (primary stem, primary roots and mature leaves of 10-day-old soybean seedlings) was isolated using the QIAGEN RNeasy Mini Kit (QIAGEN) and eluted with nuclease-free water. Subsequent cDNA labelling and Affymetrix Soybean GeneChip hybridization was carried out by AGRF (Australian Genome Research Facility, Melbourne, Australia) using 3 μg of total RNA according to protocols outlined in .

### Analysis of expression data

The GeneChip^® ^Soybean Genome Array (Affymetrix, Inc.) containing probe sets for 37,500 transcripts was used in this study. Three biological replicates for pollen and two biological replicates for sporophytic tissues were used. Raw numeric values representing the signal of each feature were imported into AffylmGUI (Affymetrix linear modeling Graphical User Interface [7] that uses the Empirical Bayes linear modeling approach of Smyth (2005)[53] for identifying differentially expressed genes in pollen. The data were normalized using Robust Multiarray Averaging (RMA) method and a linear model was then used to average data between replicate arrays and to look for variability between them [7]. The list of transcripts that were detected to be differentially expressed at adjusted p-value of < 0.05 were used for all subsequent analysis. All microarray data have been submitted to Gene Expression Omnibus (GEO) at NCBI  under the accession GSE 12286.

To obtain the number of pollen-expressed genes (expressed in pollen and sporophytic tissues), we collect the expression signals, average expression values, and present/absent calls from AffylmGUI (RMA data) and sorted the data in Excel. To find pollen-specific group of genes, we used the following criteria: 1) showed statistically significant differential expression at adjusted *p*value < 0.05; 2) possessed a signal greater than or equal to 100 on each replicate; 3) had a cut-off value of a 2-fold change; and 4) had "Absence" calls on all of the sporophytic replicates.

The annotation for the transcripts represented by the soybean GeneChip^® ^was downloaded from the Seed Development website . The annotation is based on the best BLASTX match of the corresponding soybean sequences against TAIR Arabidopsis protein database or NCBI non-redundant protein database (expect value < 0.01). Functional categories for these transcripts were assigned based on the EU *Arabidopsis *sequencing project [54] as described at the Seed Development website .

## Authors' contributions

FH carried out the RNA extractions, participated in the microarray experiment and drafted the manuscript. CEW was responsible for the organization of the data and manuscript editing. PG was responsible for organizing flowering soybean plants and collecting pollen. PLB and MBS were responsible for the design of the project, overall coordination of experiments and manuscript editing. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Transcripts identified to be up-regulated in the soybean mature pollen in comparison to sporophytic tissues**. The spreadsheet contains all the transcripts that are identified to be up-regulated in the soybean mature pollen in comparison to sporophytic tissues Click here for file

Additional file 2 **Transcripts identified to be down-regulated in the soybean mature pollen in comparison to sporophytic tissues**. The spreadsheet contains all the transcripts that are identified to be down-regulated in the soybean mature pollen in comparison to sporophytic tissues Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

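Mature pollen (3 arrays) and sporophytic tissues of 10-day-old seedlings (2 arrays) were measured on the Affymetrix soybean array. The methods and the legend of Figure 1 name stems, roots and leaves as the sporophytic organs, while the results text names leaves and stems. The log2 signals were deposited by the authors after Robust Multiarray Averaging (RMA), with background correction, quantile normalization over all probe sets of the array and median polish. The version of that software is not given in the sources used here. The table used here holds soybean probe sets only, and their quantiles differ between the arrays. Raw intensities and present calls were not used here.

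Groups were compared with limma 3.58.1 in R 4.3.3, by a linear model with empirical Bayes moderation (prior variance 0.0107, 0.854 prior and 3 residual degrees of freedom). The tests are two-sided, with Benjamini-Hochberg adjustment over all soybean probe sets and a threshold of 0.05. No filter was applied to dim probe sets. Replicate numbers are not said to pair the samples, so no block was fitted. Deviations from the group means that share a replicate number had a correlation of 0.024 for replicate 1 and 0.016 for replicate 2. The design set before the data were examined took the background from probe sets of other organisms. These are not in the table, and a signal of at least 100 on the linear scale (6.64 on the log2 scale), until then an alternative, took its place. A probe set counted as expressed in a group when it reached this signal on every array of the group. It counted as pollen-selective at an adjusted p under 0.05, at least 2-fold higher, with a signal of at least 100 on each pollen array and on no sporophytic array.

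Gene lists were tested with limma's camera at a preset correlation of 0.01, adjusted over the tested lists of each set with at least 3 probe sets. Of 34 lists fixed before the data were examined, 19 had no probe set under the gene symbols of the annotation, 13 were tested and 0 passed. A further 16 lists were chosen from the symbols after the data were seen, and of these 12 passed, 0 with an estimated correlation. A symbol stood for 8677 probe sets, and 8652 of them were matched to the gene table of assembly Glycine_max_v4.0, used for names only. Lists taken from the paper's tables and from Additional file 1 were chosen by the study on these arrays. Additional file 2 was used only as far as it was held, 1992 probe sets. The light-harvesting set was taken from its annotations, leaving out those that open with similarity to an unknown protein.

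Named genes follow a rule set before the data were examined. It covers the probe sets of Tables 1, 3, 4, 5, 6 and 7, whose published values had been seen, the 10 largest rises and the 10 largest falls among probe sets past the threshold without overlap of arrays, and up to 4 members per gene list with the largest differences past the threshold. Members of families of Additional file 1 outside the tables, light-harvesting genes and single genes outside this rule were chosen after their values were seen. Where several probe sets carry a name, the text says which is meant by its level.

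The steps were tested on simulated data with the spread of these arrays. Of 200 changed probe sets, 10, 17, 37 and 47 of 50 were recovered at 1, 2, 4 and 8 log2 units, 8 unchanged probe sets were called, and 1 of 100 unchanged lists had a p under 0.05. Far fewer probe sets were changed there than were called in the real data, so the recovered counts do not give the power of this comparison. The depth of an array is its signal over background, given as the share of probe sets with a signal of at least 100. Alternatives covered the threshold, a fold minimum, dim probe sets, the scaling, an intensity trend, array weights, a replicate block, each array left out, probe sets that can take signal from several genes, and the correlation and the number of probe sets per gene in the list test. The rule for the label of 2 tested explanations was changed after their values were known, each from a fit to left open. For normalization over all probe sets, the prediction set before the data were examined was met, but the test could not have told the explanations apart. For a stress response in sporophytic replicate 1, the bound was found to be passed by other lists too. A larger share of leaf RNA in that replicate is left open as well, since the selection of the light-harvesting probe sets kept its test from deciding. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.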

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

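The tests of the sporophytic pair below were chosen only after the result was seen, and those of the split between higher and lower transcripts before.

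The paper's discussion rests on Additional file 1, and 404 probe sets were higher in pollen at an adjusted p under 0.001 without being listed in the part of it used here. These 5 are examples from data outside that list. A probe set with no gene symbol had a log2 difference of 9.56, from 1.77 ± 0.00 (SD, n = 2) in sporophytic tissues to 11.33 ± 0.02 (SD, n = 3) in pollen. Others with no symbol had differences of 7.50, 6.87 and 5.33. SWEET13, a sugar exporter, had a difference of 5.19. All 5 were higher on each of the 3 pollen arrays than on both sporophytic arrays. The same holds for every probe set called higher, so it is no further evidence for these 5.

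More probe sets were lower than higher in pollen, 64.6% of the calls with the deposited values. A single array deciding the split is argued against, since the lower calls were at least 60.4% of all calls with any of the 5 arrays left out. The share was 41.7% once the soybean probe sets of every array were brought to one distribution, but this step removes the shift of the medians of -1.15 whether it came from normalization or from the tissues. Normalization over all probe sets of the array and a smaller total of soybean transcripts in pollen, a difference of tissue that the design names, therefore cannot be told apart here.

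Sporophytic replicate 1 held 413 probe sets at least 16-fold higher than in replicate 2, against 35 the other way, while at 2-fold the balance was the opposite, 3212 higher in replicate 1 and 4320 in replicate 2. A scaling difference over the whole of these arrays is argued against, since their log2 quartiles were already alike. They were 3.09 and 7.43 in replicate 1 and 3.09 and 7.59 in replicate 2. Quantile normalization could therefore move little, and that 99.8% of the 413 stayed so after it adds nothing further. A larger share of leaf RNA would need light-harvesting genes to have a median near that of the group, and their median log2 difference was 1.25. This cannot decide, because these genes were taken from a list with adjusted p under 0.001 on the same arrays. Such a list tends to leave out probe sets that differ widely between the sporophytic arrays, and only 12 of the 413 were differential here. A larger share of leaf RNA therefore stays open. A stress response in the plants of replicate 1 stays open, as do handling of the tissue and a difference in the organs sampled, which were not tested. The lists of NAC factors and of drought, cold and ethylene response genes had medians of 2.64 and 0.48. Each was above those of 100% of 10000 random lists of like expression. The prediction allowed no other list past the bound, but 7 of the 27 others passed it. They were WRKY and MYB factors, heat shock proteins, seed maturation proteins, calmodulins, glutathione transferases and the chlorophyll a/b binding list. The last (99.85%, median 1.14) holds 5 probe sets of 1 gene. Since WRKY factors and heat shock proteins also respond to stress, passing by other lists speaks neither for nor against a stress response.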

How the results depend on the processing

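The mode background was chosen only after the result was seen, and the other alternatives before the data were examined.

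Over all alternatives, between 105 and 130 probe sets of the tables were higher in pollen. Of 2654 values for named probe sets, 2519 kept direction and threshold, 134 kept direction only, most with array weights (59) and a replicate block (28), and 1 reversed. An intensity trend and a 2-fold minimum moved no count past 1.5 times.

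At an adjusted p under 0.001, 6723 probe sets differed, 1658 higher and 5065 lower. With dim probe sets left out, these numbers were 11805, 3682 and 8123, and 5 lists passed. The median of the seed storage list was then -4.75 (adjusted p = 0.208, against 0.0112 with all probe sets and up to 0.347 under the others). With quantile normalized soybean probe sets, 13917 were higher, the lower calls were 41.7% of all, 3424 (41.8%) were pollen-selective and the scatter was 2.42. With equal soybean medians, 20047 were higher, the lower share was 32.9%, 2768 (36.1%) were pollen-selective, and a RAB2 probe set had a difference of 0.034, against -1.11. Here the direction of the split turned. Array weights gave 10532 calls, 2182 higher and 8350 lower, and 6 lists. A replicate block gave 12145, 3511 higher and 8634 lower. An estimated correlation left 0 lists. Without probe sets that take signal from several genes, 7 lists passed, 15.9 and 26.8% of probe sets were expressed in pollen and sporophytic tissues, and 27.2% of the former were selective. On at least 1 array, 21.1 and 39.8% were expressed. The mode background gave 56.4 and 64.9%, with 246 selective, 3.76% of those with a signal of 100 in pollen and 1.16% of those above the mode background there. Beyond the stricter threshold and the smaller number of probe sets tested, the cause was not tested.

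With each array left out in turn, pollen expression ranged from 17.4 to 18.9%, sporophytic expression from 29.8 to 35.9%, the selective share from 21.5 to 28.6% and the scatter from 2.47 to 2.54. Higher calls ranged from 4824 to 10172 and lower calls from 10656 to 16633. With 1 sporophytic array, it is assumed to vary like pollen. NAC, WRKY and MYB lists passed only without sporophytic replicate 1.

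Background from probe sets of other organisms, at any percentile, scaling on their median and a fit over all probe sets of the array were not run. Low signal limits the results, as 48.5% of the higher and 27.2% of the lower calls stayed below 100 on every array.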

Differences from the paper's values

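Alternatives named below were set before the data were examined, apart from the mode background, which was chosen only after the result was seen.

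The paper gives 27% of soybean probe sets as expressed in pollen, and 17.4% were found here. The values are within 1.5 times of each other without pollen replicate 1 and with signal on at least 1 array, and not under the other 5 alternatives. For sporophytic tissues the paper gives 75%, and 29.8% were found here and none of 7 alternatives came within that bound. The mode background, chosen after seeing the values, gave 64.9%, and gave 56.4% for pollen. The paper used present calls, and the share here is a signal of at least 100. The paper gives 7.87% of the transcripts of pollen as selective, and 23.7% were found here, with a difference under all 8 alternatives. All 8 gave a larger share than the paper's. The mode background on the sporophytic arrays, chosen after seeing the values, gave a smaller one, 3.76% of the probe sets with a signal of 100 in pollen or 1.16% of those above the mode background there.

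The paper reports 8763 differential probe sets, and 20073 passed here, both at an adjusted p under 0.05 as the paper states it. The parts of Additional files 1 and 2 used here list no adjusted p of 0.001 or more, and under that threshold 6723 passed here, of which 1658 were higher. An adjusted p under 0.001, dim probe sets left out, array weights and a replicate block came within 1.5 times, and the other 10 alternatives did not. For those higher in pollen the paper gives 1686, and 7104 passed here. An adjusted p under 0.001 and array weights came within 1.5 times, and the other 12 did not. The paper's text gives up to 256-fold for the calcium-related transcripts, and the largest fold of Table 4 was 2598 here, with a difference under all 11 alternatives. The log2 ratios that the paper prints in Table 4 reach 9.1, a larger fold than its text gives.

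Log2 differences of genes that the paper discusses were larger here than in the paper's tables, whose values are given as the paper rounds them. For a pectate lyase the paper gives 11.0 and 13.00 was found, and for 3 pectinesterases the paper gives 10.9, 10.4 and 10.5 and 12.98, 13.16 and 13.14 were found. The paper's RALF-LIKE 11 is 10.6 (here 11.82), RALF-LIKE 19 is 10.6 (here 12.73), STP4 is 10.3 (here 12.90), AHA8 is 10.1 (here 12.48) and AHA9 is 5.0 (here 6.77). The paper's NHX6 values are 4.3 and 2.9 (here 5.46 and 4.31), and its ubiquitin-associated protein is 4.8 (here 6.75) and UBP3 4.1 (here 6.37). The paper's calcium-dependent kinases are 8.9 and 9.1 (here 11.34 and 11.20), CAM7 is 3.4 (here 3.86) and the WD-40 protein is 6.8 (here 8.94). The paper's value for a probe set of HSFB2A is 4.3 (here 6.47), HSP17.6B-CI is 4.4 (here 6.38) and HSFA5 is 2.0 (here 3.30). The paper's other HSFB2A probe set is 6.5 (here 7.86), within the replicate spread, and it differs under 3 of 11 alternatives, which are quantile normalization, equal soybean medians and leaving out sporophytic replicate 1. The values above differ under each of 11 alternatives, except this one and HSFA5, whose value without sporophytic replicate 1 is within the replicate spread of the paper's. Both sets of values are on the log2 scale and have the same sign.

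All 26 light-harvesting probe sets were lower in pollen, as in the paper. The paper states that none of these genes was in its pollen-expressed set, for which present calls were used. By the unlike measure of a signal of 100 on every pollen array, 3 probe sets were expressed. The LHB1B1 probe set among them can take signal from several genes.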

Other observations

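The test of the gap to the published ratios was chosen only after the result was seen, and so were all gene lists in the first paragraphs that are named by symbol.

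Water channels of the plasma membrane listed by symbol were lower in pollen for 17 of 25 probe sets, with none of the list higher and 1 without sporophytic replicate 2 (limma's camera, adjusted p = 2.2e-04, and 0.336 with an estimated correlation). PIP2-8 fell by 9.89 on the log2 scale and PIP1-7 fell by 6.75. With equal soybean medians 6 were higher and 15 lower. The list leaves out the PIP2;4 probe set of Table 5, which has no symbol and rose by 8.24. The 10 probe sets of ribosomal proteins with a gene symbol, which stand for only 4 genes, were all lower. RPL2 had a log2 difference of -5.83 (limma's camera for the list, adjusted p = 3.9e-04, and 0.347 with an estimated correlation). GASA peptides were lower for 12 of 20 and higher for 1 (6 at equal soybean medians, 2 without sporophytic replicate 1 and 6 without replicate 2), and GASA27 fell by 8.86 (adjusted p = 0.0409, and 0.549 with an estimated correlation). The GASA list also missed the threshold under 6 of 13 further alternatives, leaving out either sporophytic array among them, and it differed between these arrays, with a median log2 difference of -0.98, replicate 1 minus 2. Lipoxygenases were lower for 14 of 21 and higher for 1 (6 at equal soybean medians, 3 without sporophytic replicate 1 and 2 without replicate 2). LOXB1 fell by 9.46 with an SD of 2.59 in pollen, and VLXC fell by 6.02 (adjusted p = 0.0302, and 0.378 with an estimated correlation). This list missed the threshold under 5 of 13 further alternatives (adjusted p up to 0.510), leaving out either sporophytic array among them.

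Flavonoid enzymes were lower for 30 of 66 probe sets and higher for 5, with 23 each way at equal soybean medians, and C4H fell by 6.47 (adjusted p = 0.0302, and 0.378 with an estimated correlation). The list missed the threshold under 3 of 13 further alternatives (adjusted p up to 0.213), leaving out sporophytic replicate 1 among them, where 13 were higher and 35 lower, against 8 and 38 without replicate 2. Drought, cold and ethylene response genes were lower for 14 of 31 and higher for none (adjusted p = 0.0112, and 0.378 with an estimated correlation). Without sporophytic replicate 1, 8 of them were higher and 18 lower and the list did not pass (adjusted p = 0.466, the highest of 13 further alternatives, of which 3 missed the threshold), and without replicate 2, 2 were higher and 27 lower. SALI5-4A fell by 6.88. Glutathione transferases were lower for 20 of 42 and higher for 2, and the list did not pass (adjusted p = 0.106), with 18 each way at equal soybean medians. Of these, 10 were higher and 22 lower without sporophytic replicate 1, and 4 and 24 without replicate 2. GSTU37 fell by 8.01.

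Seed maturation proteins were higher for 13 of 37 and lower for 2 (adjusted p = 2.6e-04, and 0.347 with an estimated correlation), with PM35 at a difference of 4.08 and LEA5 at 3.02. With quantile normalized soybean probe sets 20 were higher and 2 lower, and with equal soybean medians 34 were higher and 1 lower. Leaving out sporophytic replicate 1 gave 21 higher and 1 lower, and leaving out replicate 2 gave 17 and 5. Seed storage and inhibitor proteins were higher for 8 of 23 and lower for 3 (adjusted p = 0.0112, and 0.347 with an estimated correlation), and KTI-3 fell by 4.90, with 19 higher and 3 lower at equal soybean medians. Most of these probe sets were dim, with a list median log2 signal of 3.16 in pollen and 2.67 in sporophytic tissues. A signal of 100 on every pollen array was reached by 1 of the 23, by 7 of the 37 for seed maturation and by 4 of the 16 for nodulins. The largest difference of the nodulin list, 6.82, is the value given above for NMH7, which is matched to the petal and stamen gene AP3. With dim probe sets left out, the median log2 difference of the seed storage list turned to -4.75. The seed storage list missed the threshold under 2 of 13 further alternatives (adjusted p up to 0.208), dim probe sets left out and quantile normalization, and the seed maturation list under 1 (0.0540), dim probe sets left out. Nodulins were higher for 5 of 16 and lower for 2 (adjusted p = 0.0169, and 0.347 with an estimated correlation), with 13 higher and 2 lower at equal soybean medians, 7 and 3 without sporophytic replicate 1 and 8 and 2 without replicate 2, and missed the threshold under 4 of 13 further alternatives (adjusted p up to 0.159). Of lists fixed before the data were examined, actin genes were lower for 2 of 3 (PRO2 fell by 4.50), Rab genes for 3 of 5 (RAB7P fell by 2.54, and 2 were higher and 2 lower at equal soybean medians) and root and nodule markers for 5 of 10 with 2 higher, where equal soybean medians gave 5 higher and 4 lower and turned the median from -0.90 to 0.25, and 4 were higher and 5 lower without sporophytic replicate 1. None of these lists passed (adjusted p = 0.374, 0.374 and 0.883).

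The log2 ratios in Additional file 1 were smaller than the differences of the deposited values for 97.1% of its probe sets, with a median gap of 1.19 and a correlation of 0.965. Another treatment of low signals is a candidate explanation. The gap was larger by 1.13 in the sixth of probe sets with the lowest sporophytic signal, with a median of 1.90, than in the sixth with the highest, with 0.76. This leaves the gap at high signals open, where 508 bright probe sets had a median of 0.84. No biological explanation was tested.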
